A study of Mus musculus with 12 samples. Its data were reported in "Enteric glial cells favor accumulation of anti-inflammatory macrophages during the resolution of muscularis inflammation" (2022).

How the data were processed

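RNA was measured in 12 pull-down libraries from the small intestinal muscularis of 6 mice that carried a tamoxifen-inducible Cre directed to enteric glial cells and an HA-tagged ribosomal protein Rpl22 (the RiboTag system, in which Cre switches a ribosomal protein to a tagged form so that ribosomes of the targeted cells can be precipitated). The mice were naive (T0, 3 animals) or were taken 3 h after intestinal manipulation (T3, 3 animals), a surgical handling of the small bowel that inflames its muscle layer. Cleared homogenate of each animal was split and incubated with anti-HA antibody or with an isotype control IgG, so each animal gave 1 HA and 1 IgG library and the 4 groups held 3 libraries each. Animals carry the numbers 1, 2 and 4 at T0 and 1, 3 and 4 at T3 in the labels.

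Per the labels, libraries were made with a bulk version of MARS-seq, a 3′ method with unique molecular identifiers (UMIs), and barcoded samples with similar qPCR cycle values were pooled before amplification, with at most 8 samples per pool. Which samples shared a pool is not stated in the labels. The authors trimmed reads with cutadapt, mapped them with STAR to mm10 with a Gencode annotation that they give as version 10, kept reads with unique mapping and counted UMIs with HTSeq-count over a window from 1000 bases upstream to 100 bases downstream of each annotated 3′ end. The deposited values are UMI counts per gene, whole numbers without normalisation. The labels state a minimum of 5 reads in at least 1 sample, while 189 of the 12975 genes in the files had no count of 5 or more. The series table and the files of the single samples held the same counts, with 0 differing values, so the series table was not run as a separate alternative. Keeping only reads with unique mapping lowers the counts of genes with near-identical copies, and the use of strand in counting is not stated, so values of paralogs and of overlapping or antisense genes are uncertain.

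Library totals ranged from 88136 to 2870591 counts, a ratio of 32.6. HA libraries held 1221788 to 2870591 counts and IgG libraries 88136 to 1289833. A count of 0 allows up to 3 counts, which corresponds to 1.05 CPM (counts scaled to the library total) in the deepest library and 34.04 CPM in the shallowest; these limits cover counting error only. Folds against a group in which every library had 3 counts or fewer are given as lower bounds against this floor. CPM values are given as mean ± SD of 3 libraries.

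Counts were tested with edgeR 4.0.16 in R 4.3.3 by its quasi-likelihood F-test with robust estimation, TMM scaling and the filterByExpr filter, and p-values were adjusted by the Benjamini-Hochberg method over all genes of a contrast with a threshold of 0.05. Standard errors (SE) of log2 fold changes were derived from the F statistic. The contrasts were HA against IgG at T0 and at T3, T3 against T0 within HA and within IgG, and the interaction of antibody and time, which asks whether the change with time differed between the pull-downs. The 4 contrasts of 2 groups used only the 6 libraries compared and the interaction used all 12, without covariates. Genes were called HA-enriched and changed when they passed the threshold in HA T3 against T0 and were higher in HA than in IgG at T0 or at T3.

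Gene lists were compared with camera from limma 3.58.1, two-sided, with a preset inter-gene correlation of 0.01 and adjustment over the lists of a contrast. The 21 lists covered factors named by the study, markers of glia, neurons, smooth muscle, interstitial cells of Cajal, fibroblasts, macrophages, neutrophils and monocytes, endothelium, epithelium and mesothelium, pan-reactive, A1 and A2 astrocyte genes, and NF-kB and IL-1, immediate early, oxidative stress, interferon, glucocorticoid, clock, and heat shock and unfolded protein responses. The cell type and response lists were written from general knowledge, and lists with fewer than 3 tested genes were left out. The list of study-named factors was chosen by the study on these same samples, so counts adjusted over the list alone are not independent evidence. Named genes were all genes of the study-named and glia lists and, for each contrast, those with the smallest p-value in each direction among genes past the threshold with an absolute log2 fold change of at least 1 and, in contrasts of 2 groups, no overlap in CPM; a contrast may name fewer than 5 per direction, from the top of that order. Some genes covered by this rule are not reported here singly, but they remain in all tests, lists and counts of genes. The contrasts, lists, naming rule and the alternatives, except those marked as added, were fixed before the data were examined.

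The alternatives were DESeq2's size factor method (RLE) and total counts as scaling, no filter, a filter of at least 5 counts in at least 1 library, the DESeq2 1.42.0 Wald test, an added minimum absolute log2 fold change of 1, a fit of all 12 libraries, a replicate block, leaving out each library in turn, and for lists the fry test and camera with an estimated correlation. A correction for GC content and transcript length, a subtraction of estimated HA carry-over from the IgG counts and the animal block for lists in the interaction were added after seeing the data. Gene positions, GC content of the last 1000 bases and transcript lengths came from GENCODE release M21 on mm10, in which 12533 of 12975 genes matched by symbol and 380 through an older symbol; 62 did not match.

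Whether the pull-downs of an animal were paired was checked by the correlation of deviations from the group means over 6923 genes with a mean count of at least 20. Both libraries of an animal came from 1 homogenate. Their r was 0.29, 0.30 and 0.29 for the T0 animals and 0.17, 0.17 and 0.14 for the T3 animals. Between animals the means were -0.15 and -0.08. Deviations from a group mean sum to 0, so a positive r within animals forces a negative mean between them, which is no separate baseline. Given the shared homogenate and the positive r, the HA and IgG libraries were treated as paired in the block fits.

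The scripts were tested on simulated data. Counts were drawn for the genes of each contrast from the means and totals of the libraries, and 200 genes were changed 4-fold. Of these 200, 85.0% were recovered for HA against IgG at T0, 73.0% at T3, 93.0% for HA over time, 65.5% for IgG over time and 35.0% for the interaction. Unchanged genes made up 9.09%, 2.67%, 7.00%, 5.07% and 2.78% of the calls, in the same order, so the share for HA against IgG at T0 was the furthest above the nominal 5% in this single simulation. A list of changed genes was called in each contrast and 0 of 20 unchanged lists were called.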

Results

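To study the ribosome-bound RNA of enteric glial cells in naive muscularis and early after injury, HA and IgG pull-downs from 6 mice were compared. HA T0 libraries held 2604643, 1789710 and 2870591 counts, HA T3 libraries 1221788, 1495439 and 1284402, IgG T0 libraries 388214, 583396 and 1289833, and IgG T3 libraries 88136, 92022 and 248522. Antibody and time point were therefore both associated with depth, and the IgG T3 libraries were the least precise group. Rpl22, the gene that carries the tag, was at 83.3 ± 9.02 CPM (n = 3) in HA T0 and 65.2 ± 5.89 in HA T3, against 23.8 ± 7.60 in IgG T0 and 24.4 ± 12.0 in IgG T3.

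The first comparison asked which transcripts the HA pull-down enriched in naive tissue. Of 9823 genes tested, 2980 differed between HA and IgG at T0 (adjusted p under 0.05, edgeR quasi-likelihood test), with 1568 higher and 1412 lower in HA. The alternative that moved this count most was the fit without the HA library of animal 4, with 2144 genes. Among genes higher in HA, Sema3b (chromosome 9, 107597674 to 107609229) was at 823.8 ± 23.2 CPM in HA and 48.9 ± 0.821 in IgG (log2 fold change 4.05, SE 0.21, adjusted p 3.20e-08). Gpbar1 was 4.33 higher on the log2 scale (SE 0.22) and Apod 5.08 (SE 0.26), both with an adjusted p of 3.20e-08. Lower in HA were Nexn (log2 fold change -2.92, SE 0.29, adjusted p 5.35e-06) and Cald1 (-2.35, SE 0.23, adjusted p 5.77e-06). In each of these 5 genes the 3 HA libraries lay on one side of the 3 IgG libraries.

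Glial markers were higher in HA at T0 in 14 of 14 genes tested, with a median log2 fold change of 3.91 (3.54 with genes at the floor set to their bound; camera, adjusted p 1.14e-23), and 13 passed the threshold singly. The changes were 4.23 for Sox10, 4.19 for S100b, 4.24 for Gfap, 4.74 for Gpr37l1, 4.65 for Entpd2, 4.58 for Sfrp5, 3.63 for Foxd3, 2.90 for Fabp7, 2.396 for Ednrb, 2.07 for Kcna1 and 0.90 for Cryab, each past the threshold in edgeR's test. Ednrb lost its call without the IgG library of animal 2 (adjusted p 0.0681) and with estimated HA carry-over subtracted (0.0725; 3.12e-05 to 0.0725 over its alternatives). Sox2 was at or under 3 counts in every IgG T0 library and was at least 4.26-fold higher in HA. Scn7a did not pass (log2 fold change 1.55, adjusted p 0.163), but it did with the animal as a block (adjusted p 2.67e-06) and without the IgG library of animal 1 (0.00109; 2.67e-06 to 0.342 over its alternatives). Cdh19 was too low to be tested, with at most 16 counts in an HA library, and Erbb3 was not analysed here.

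Other cell type lists were compared in the same way. The list for interstitial cells of Cajal was higher in HA at T0 (median log2 fold change 2.68, 4 of 4 genes, adjusted p 3.01e-07). Smooth muscle (median -1.42, 13 of 13 genes lower, adjusted p 7.16e-12), mesothelium (-1.82, 6 of 6, adjusted p 7.92e-06), epithelium (-1.56, 14 of 14, adjusted p 2.89e-05), neurons (-1.31, 15 of 15, adjusted p 2.91e-05), fibroblasts (-1.13, 8 of 9, adjusted p 0.000915) and macrophages (-0.75, 15 of 15, adjusted p 0.0187) were lower. Neutrophil and monocyte genes (median -1.33, 3 genes, adjusted p 0.106, but 0.0248 under fry; up to 0.406 over its alternatives) and endothelial genes (-0.68, 4 genes, adjusted p 0.344) did not pass. Pan-reactive astrocyte genes (1.52, 7 of 11 higher, adjusted p 0.000335) and the study-named factors (1.52, 11 of 11, adjusted p 2.15e-06) were higher. The macrophage list lost its call without the IgG library of animal 2 or the HA library of animal 4 (adjusted p 0.0993 and 0.147; 0.00201 to 0.607 over its alternatives). In total 10 of 21 lists passed camera with the preset correlation; 9 of these also passed fry and 0 passed with an estimated correlation.

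**Figure D1:**
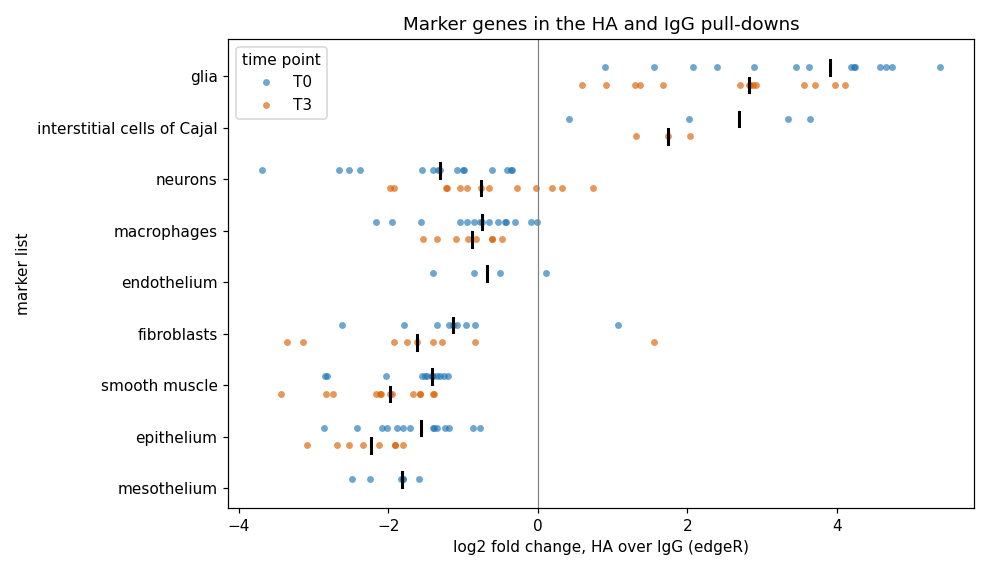
Log2 fold change of HA over IgG (x axis, edgeR) for each tested gene of 9 cell type marker lists (y axis), with T0 in blue and T3 in orange; black bars are list medians, and lists with fewer than 3 tested genes at a time point have no points there. Glial medians were 3.91 at T0 and 2.83 at T3, while smooth muscle medians were -1.42 and -1.97.

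At T3, 3 h after manipulation, 1578 of 7200 genes differed between HA and IgG, 846 higher and 732 lower in HA. This count fell to 849 without the HA library of animal 4, and to 971, 1019 and 958 without HA animal 1, HA animal 3 and IgG animal 4. With total counts as scaling 717 genes were higher and 837 lower in HA, and in the fit of all 12 libraries 1461 and 656. Which direction prevailed therefore depended on the setting. Higher in HA were Gfap (log2 fold change 3.98, SE 0.31, adjusted p 6.54e-07), Tmprss5 (3.84, SE 0.36, adjusted p 3.06e-06) and Nes (3.33, SE 0.32, adjusted p 3.06e-06). Lower were Myh11 (-2.74, SE 0.28, adjusted p 3.61e-06), Myom1 (-3.05, SE 0.32, adjusted p 5.56e-06) and Actn1 (-2.39, SE 0.26, adjusted p 9.75e-06), each without overlap between the 3 HA and the 3 IgG libraries. Gfap (chromosome 11, 102887336 to 102900912) was at 1715 ± 226 CPM in HA T3 and 118.4 ± 20.8 in IgG T3.

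The glia list was higher in HA at T3 in 14 of 14 genes (median log2 fold change 2.83, or 2.44 with genes at the floor set to their bound; camera, adjusted p 6.58e-13), and 9 passed singly. Fabp7, Kcna1, Scn7a and Ednrb were among those that did not pass; without the IgG library of animal 1 Fabp7, Kcna1 and Ednrb had adjusted p-values of 0.0394, 0.0389 and 0.00590 (ranges over the alternatives 0.0342 to 0.641, 0.0149 to 0.448 and 0.00590 to 0.618). Smooth muscle (median -1.97, adjusted p 2.91e-13), epithelial (-2.23, adjusted p 9.12e-07), fibroblast (-1.62, adjusted p 2.30e-05), macrophage (-0.89, adjusted p 0.00242) and neuronal genes (-0.76, adjusted p 0.0322) were lower in HA, and the interstitial cell list was higher (1.73, or 1.31 with genes at the floor set to their bound, 3 of 3 genes, adjusted p 0.0235). The neuronal list lost its call without any 1 of 4 libraries (HA animals 1 and 3, IgG animals 1 and 4; adjusted p up to 0.140; 5.69e-05 to 0.535 over its alternatives) and the interstitial cell list without HA animal 1 or 3 (0.0657 and 0.0885; 0.00450 to 0.283). With the animal as a block, neutrophil and monocyte, A1, A2 and oxidative stress genes also passed (adjusted p 0.0476, 0.0345, 0.0371 and 0.0429). Without 1 library, A1 genes came to pass in 3 fits (HA animal 1, HA animal 4, IgG animal 3; adjusted p from 0.0133), A2 genes without IgG animal 4 (0.0372), oxidative stress genes without IgG animal 1, 3 or 4 (from 0.00582) and immediate early genes without IgG animal 3 or 4 (0.0240 and 0.0218; up to 0.372, 0.347, 0.202 and 0.319 for these 4 lists over their alternatives). Of 19 lists, 10 passed, 7 of these also under fry and 0 with an estimated correlation.

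Of the study-named factors, 9 of 11 tested were higher in HA at T0 past the threshold (10 adjusted over the list alone) and 10 of 13 at T3 (10 over the list alone). At T3, Csf1 (1.27, adjusted p 0.0113), Ccl2 (1.38, adjusted p 0.00650) and Tgfb1 (0.98, adjusted p 0.0480) were higher in HA. Csf1 lost its call without HA animal 1 or 3 (adjusted p 0.0527 and 0.0570; from 0.000222 over its alternatives) and Ccl2 without HA animal 3 (0.0822; from 2.81e-06). Tgfb1 passed in 7 of 15 alternatives (0.00613 to 0.167). Psap was higher (1.66, adjusted p 0.000754); it lost its call, with larger changes of 3.09 and 3.17, under the 2 carry-over subtractions (0.158 and 0.0714; from 1.74e-08).

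The next comparison asked how the HA pull-down changed 3 h after manipulation. Of 9441 genes, 3187 differed between HA T3 and HA T0, with 1765 higher and 1422 lower at T3. Of these, 1723 also had an absolute log2 fold change of at least 1. With total counts as scaling the median of all genes moved to -0.29 and the 3862 calls were split into 1202 higher and 2660 lower (31.1% higher, against 55.4% with TMM), so directions are relative to the scaling. Groups did not overlap in CPM for 50.8% of genes tested, where chance gives 10%. Y-linked transcripts pointed to a partial confounding of sex with time, as given under the other observations. Csrnp1 (log2 fold change 6.07, SE 0.21), Sphk1 (6.10, SE 0.22) and Gadd45b (5.11, SE 0.19) were higher at T3, with adjusted p-values of 8.65e-14, 8.65e-14 and 1.74e-13. Slpi (-3.38, SE 0.22, adjusted p 2.11e-10), G0s2 (-2.16, SE 0.19, adjusted p 2.46e-08) and Gas1 (-2.04, SE 0.19, adjusted p 3.94e-08) were lower. The 3 T3 animals lay on one side of the 3 T0 animals for each.

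Response lists were used to ask which programmes changed in HA. Immediate early (median log2 fold change 4.63, 18 of 18 genes higher, adjusted p 1.00e-69), NF-kB and IL-1 (3.35, 20 of 20, adjusted p 1.98e-33), glucocorticoid (2.77, 13 of 14, adjusted p 1.22e-23), oxidative stress (2.00, 9 of 10, adjusted p 8.44e-17), interferon (1.89, 11 of 12, adjusted p 2.79e-09), clock (1.04, 6 of 8, adjusted p 0.00819) and heat shock and unfolded protein genes (0.77, 11 of 12, adjusted p 0.00171) rose. Pan-reactive (2.02, 12 of 12, adjusted p 1.24e-15) and A2 astrocyte genes (2.96, 9 of 10, adjusted p 1.20e-18) rose as well, while A1 genes did not pass (0.75, 7 of 10, adjusted p 0.0708), although they did under fry (0.0415) and without HA T3 animal 1 or 4 (0.0329 and 0.0210; up to 0.448 over their alternatives). Of the 14 glucocorticoid genes, 5 are also in another list. Mesothelial (-3.15, 5 of 5 lower, adjusted p 2.53e-07), epithelial (-1.59, 11 of 11, adjusted p 0.00960), fibroblast (-1.10, 8 of 9, adjusted p 0.00535), macrophage (-0.77, 10 of 10, adjusted p 0.0146), interstitial cell (-0.72, 4 of 4, adjusted p 0.0303) and smooth muscle genes (-0.34, 12 of 13, adjusted p 0.0126) fell. Neuronal genes (0.54, adjusted p 0.0529) and endothelial genes (-0.26, adjusted p 0.966) did not pass; the neuronal list did without HA T0 animal 1, HA T0 animal 4, HA T3 animal 1 or HA T3 animal 3 (0.0385, 0.0473, 0.0473 and 0.00970; up to 0.479 over its alternatives). The smooth muscle and macrophage lists lost their calls without HA T0 animal 2 (adjusted p 0.0605 for both; 0.000461 to 0.448 and 4.34e-05 to 0.479 over their alternatives) and the interstitial cell list without HA T3 animal 4 (0.0646; 0.00940 to 0.258). Of 20 lists 17 passed, 14 of these also under fry and 9 with an estimated correlation.

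Within the glia list (median 0.32, adjusted p 0.0120, but 0.0616 without the HA library of T0 animal 2; 0.00387 to 0.333 over its alternatives), members moved apart. Gfap rose by 4.12 on the log2 scale (SE 0.20, adjusted p 3.63e-12), Cryab by 2.45 (SE 0.18, adjusted p 1.74e-09), Sox2 by 1.83 (SE 0.23, adjusted p 2.85e-06) and S100b by 0.70 (SE 0.18, adjusted p 0.00610), while Gpr37l1 fell by 0.87 (SE 0.19, adjusted p 0.00174). S100b did not pass with total counts as scaling (adjusted p 0.0567) or in the fit of all 12 libraries (0.0861; 0.000447 to 0.0861 over its alternatives). Sox10 (-0.26, adjusted p 0.462) did not pass. Without HA T0 animal 1, Kcna1 and Scn7a passed with adjusted p-values of 0.0409 and 0.0104 (up to 0.715 and 0.403 under other alternatives).

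Of the 14 factors that the study names for this comparison, 13 passed in HA T3 against T0, 10 higher and 3 lower, and 13 also when adjusted over the list alone, which is not independent evidence since the study chose them on these samples. Gdf15 (chromosome 8, 70629393 to 70632456) rose from 4.36 ± 0.562 to 259.9 ± 53.0 CPM (log2 fold change 6.13, SE 0.26, adjusted p 4.94e-13), and Lif (chromosome 11, 4257557 to 4272514) from 1.88 ± 1.71 to 198.6 ± 49.6 CPM (6.90, SE 0.38, adjusted p 1.47e-09). All 3 T3 values lay above all 3 T0 values for both. Ccl2 rose by 5.83 (SE 0.64, adjusted p 0.00186), Gdnf by 4.48 (SE 0.25, adjusted p 2.70e-11), Cxcl10 by 4.45 (SE 0.42, adjusted p 0.000171), Cyr61 by 4.32 (SE 0.21, adjusted p 2.35e-12) and Csf1 by 0.90 (SE 0.19, adjusted p 0.000899). The rises of Tgfb1 (0.62, adjusted p 0.0190) and Psap (0.74, adjusted p 0.0153) did not pass with total counts as scaling (adjusted p 0.159 and 0.0558). The call for Tgfb1 was also lost in the fit of all 12 libraries (adjusted p 0.0686) and without HA T0 animal 1, HA T0 animal 4 or HA T3 animal 4 (adjusted p 0.0812, 0.0507 and 0.114; 0.00392 to 0.159 over its alternatives), and that for Psap without HA T0 animal 2 or HA T3 animal 1 (adjusted p 0.0520 and 0.0787; 0.00231 to 0.0787 over its alternatives). Tmem100 (-1.82), Kcna2 (-1.72) and Wnt6 (-1.41) fell. Mmp9 did not pass (-1.83, SE 0.83, adjusted p 0.164): its HA T0 values were 94.83, 94.99 and 16.7 CPM and its HA T3 values 15.6, 18.1 and 14.8, and without T0 animal 4 the adjusted p was 1.07e-07 (1.07e-07 to 0.359 over its alternatives).

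**Figure D2:**
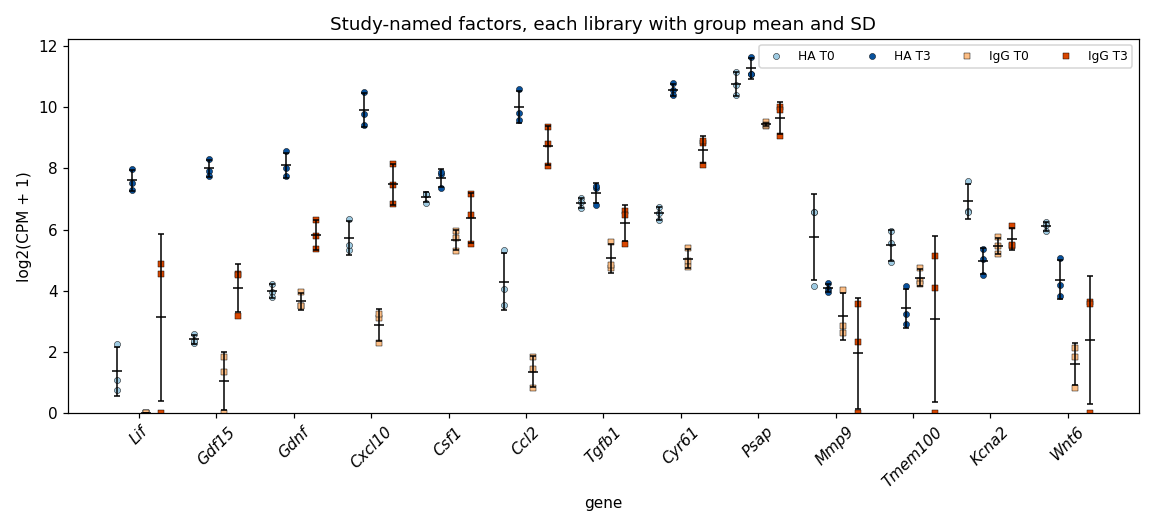
Expression of 13 study-named factors (x axis) as log2(CPM + 1) (y axis) in each library, with HA T0, HA T3, IgG T0 and IgG T3 as coloured symbols and black bars for the mean ± SD of the 3 log2 values. Gdf15 averaged 259.9 CPM in HA T3 and 17.5 CPM in IgG T3, while Ccl2 averaged 1070 and 454.0 CPM.

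To measure the background in the same way, T3 was compared with T0 in the IgG libraries. Of 5219 genes, 285 differed, 231 higher and 54 lower at T3. Fitting all 12 libraries gave 705 genes, and subtracting estimated HA carry-over gave 90. Without IgG T0 animal 2, IgG T0 animal 4 or IgG T3 animal 4 the count was 162, 167 and 181. Fosb (log2 fold change 7.25, SE 0.42), Gadd45b (4.98, SE 0.31) and Mt2 (6.87, SE 0.43) were higher, each with an adjusted p of 4.79e-07. Igfbp6 (-2.85, SE 0.32, adjusted p 6.45e-05), Slpi (-3.01, SE 0.47, adjusted p 0.00125) and Upk3b (-3.04, SE 0.49, adjusted p 0.00142) were lower. Mt2 and Upk3b each lost their call under 1 of the 2 carry-over subtractions (adjusted p 0.110 and 0.0702; from 1.60e-66 and 1.21e-07 over their alternatives). Of 18 lists 14 passed, 13 of these under fry and 7 with an estimated correlation, among them immediate early (median 3.54, adjusted p 2.28e-54) and NF-kB and IL-1 genes (3.74, or 3.58 with genes at the floor set to their bound, adjusted p 9.74e-36). The mesothelial list fell by 3.04 (adjusted p 7.24e-06), or by 2.08 with genes at the floor set to their bound.

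Of the study-named factors, 9 could be tested in IgG and 5 rose past the threshold (6 adjusted over the list alone). Ccl2 was at 1.69 ± 0.901 CPM in IgG T0 and 454.0 ± 189 in IgG T3, at least 89.6-fold higher against the floor. Cxcl10 (log2 fold change 4.81, adjusted p 3.78e-05), Cyr61 (3.59, adjusted p 1.76e-05) and Gdnf (2.08, adjusted p 0.0262) rose as well. Gdnf lost its call without any 1 of the 6 libraries (adjusted p up to 0.151; from 0.00629 over its alternatives), and Cyr61 under 1 of the 2 carry-over subtractions (0.242; from 3.99e-16). Csf1, Tgfb1, Psap and Kcna2 did not pass.

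The changes in the 2 pull-downs were then set against each other across genes, which are not independent replicates. Over the 5198 genes tested in both, Pearson's r was 0.75 and Spearman's rho 0.63. Both pull-downs come from the same animals, and other divisions of the 6 animals into 3 and 3 gave r from 0.28 to 0.60. Those divisions mixed T0 and T3 animals on both sides and kept part of the change with time, so they are no reference without it. Of the 284 genes called in IgG and tested in HA, 283 changed in the same direction and 260 were called in HA.

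**Figure D3:**
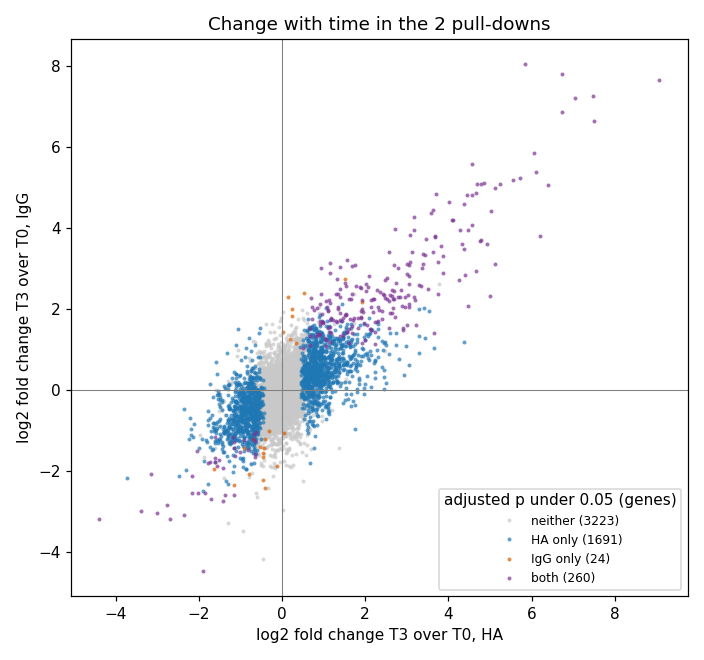
Log2 fold change of T3 over T0 in HA (x axis) and in IgG (y axis) for 5198 genes tested in both, each point a gene, coloured by the pull-down in which its adjusted p was under 0.05. Genes called in both (260, purple) lie in the quadrants where both changes have the same sign.

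Whether the change with time differed between HA and IgG was tested by the interaction. Of 10314 genes, 34 passed, 31 with a more positive change in HA and 3 with a more negative one, and 1081 had an unadjusted p under 0.05. With the animal as a block 158 genes passed, 133 and 25, and these included all 34. Without HA T3 animal 4 the count was 5, and without IgG T3 animal 4 it was 95. The median of all genes was 0.18 with TMM and -0.18 with total counts, where 8 genes passed, 6 more positive and 2 more negative. Ezr (log2 interaction 2.66, SE 0.36, adjusted p 0.000716), Srxn1 (2.79, SE 0.39, adjusted p 0.000716), Id3 (2.51, SE 0.37, adjusted p 0.00112) and Cryab (2.25, SE 0.33, adjusted p 0.00112) changed more in HA and passed in all 20 alternatives run on them. Ezr was at 71.6 ± 9.51 CPM in HA T0 and 454.7 ± 86.0 in HA T3, against 100.8 ± 21.2 and 129.4 ± 23.7 in IgG. Adgrd1 (-2.395, SE 0.48, adjusted p 0.0261), Kit (-2.06, SE 0.44, adjusted p 0.0358) and Crispld2 (-1.56, SE 0.35, adjusted p 0.0488) changed more negatively in HA, and they passed in 12, 12 and 7 of 20 alternatives. Adjusted p ranged up to 0.112, 0.148 and 0.251. Of the study-named factors only Gdnf passed over all genes (2.49, SE 0.51, adjusted p 0.0219; past in 10 of 20 alternatives, up to 0.261), and 3 passed when adjusted over the list alone. With the animal as a block, 2 of the 14 passed over all genes and 4 over the list alone, and under the other alternatives at most 1 did over all genes. For the other 12 a larger change in HA than in IgG was not shown in either fit, at a depth where the self-test recovered 35.0% of 4-fold changes.

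Of the 3187 genes changed in HA, 811 were also higher in HA than in IgG at T0 or T3, 442 of them higher and 369 lower at T3. With total counts as scaling the set held 1002 genes, 323 higher and 679 lower, and without HA T3 animal 3 it held 768, 377 higher and 391 lower, so which direction prevailed depended on these choices. The count was 276 when enrichment at both time points was required and 29 when the interaction also had to pass. Without HA T3 animal 4 it was 530. The 811 genes were 25.4% of those changed, against 19.3% enriched among the 9244 genes that could have passed. The comparisons share the HA libraries. In 20 simulated sets without a change over time a median of 1 gene was called as changed. When the same number of top-ranked genes was taken there, past the threshold or not, 883.5 overlapped (median, 835 to 940). The share enriched among all genes of those sets is not given, so an excess of enriched genes among those changed was not shown. All study-named factors except Mmp9 were in this set of 811.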

Values the study reported

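The study reported a higher expression of Ccl2 and Csf1 in isolated enteric ganglia 1.5 h after injury. It examined the transcriptome of enteric glial cells 3 h after injury and named Lif, Gdf15, Gdnf, Cxcl10 and Csf1 among the factors that increased.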

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

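The tests of carry-over below were chosen after the result was seen; the thinning of libraries, the simulated sets without an interaction, the GC and length correction in the block fit and the other splits of the samples were chosen before their results were seen. The change with time differed between the HA and the IgG pull-down for 34 genes and 6 gene lists, by a test of the difference itself. Log2 interactions were 2.66 for Ezr, 2.79 for Srxn1, 2.51 for Id3, 2.25 for Cryab, 2.49 for Gdnf, -2.395 for Adgrd1, -2.06 for Kit and -1.56 for Crispld2. Of the 10 splits of the 6 animals, only the real one (1 of 10) gave as many genes. The other 9 gave 0 genes (100 to 247 at an unadjusted p under 0.05, against 1081). Those 9 mixed T0 and T3 animals on both sides, which adds the change with time to the spread, so they are no groups without a difference. With 10 splits the share cannot be below 0.1, so chance was not excluded. The 6 lists were glia and interstitial cells (more negative in HA) and neurons, A2 astrocyte, interferon and heat shock genes (more positive); 1 of the 6 passed fry and 0 passed with an estimated correlation, while all 6 passed with the animal as a block, an alternative added later. The glia list lost its call with total counts as scaling (adjusted p 0.0697) and without HA T0 animal 1, HA T0 animal 4, IgG T0 animal 4, IgG T3 animal 1 or IgG T3 animal 3 (0.0728, 0.0713, 0.0724, 0.551 and 0.186; 3.66e-06 to 0.776 over its alternatives). Of the other lists, the neuronal, interstitial cell, A2 and heat shock lists each lost their call without at least 1 single library, and the interferon list did not. The heat shock list also lost its call with total counts as scaling (adjusted p 0.0697), where 4 lists passed. The immediate early list, which did not pass, did without any 1 of 6 libraries (adjusted p from 0.0123, and up to 0.593 over its alternatives). Without 1 library, epithelial genes came to pass in 4 fits (from 0.00356) and macrophage genes in 2 (from 0.00482). Smooth muscle genes passed without IgG T3 animal 3 (0.0155) and fibroblast genes without HA T3 animal 3 (0.0425). All 4 lists were then more negative in HA, with adjusted p up to 0.895 over their alternatives. Oxidative stress genes passed fry (0.0177).

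Depth alone could produce a difference between the pull-downs, since IgG T3 was the shallowest group. When the IgG T0 libraries were thinned to the IgG T3 totals in 20 draws, a median of 14.5 genes (8 to 24) passed in place of 34, and 8 to 18 of the 34 stayed past the threshold, so the count depends on depth. In 20 sets simulated at the totals of the 12 libraries, with the spread of the real genes and no interaction, a median of 0 and at most 2 genes passed (442 to 574 at an unadjusted p under 0.05, against 1081). This argues against unequal depth alone as the whole cause of the 34, as far as the simulation holds. Each gene was given the same spread in all 12 libraries, while the IgG libraries spread more (common dispersion over time 0.0891, against 0.0350 in HA). Unequal depth together with unequal spread was therefore not excluded. After correction for GC content and transcript length together with the animal block, 104 of the 158 genes of the block fit stayed past the threshold, which argues against these trends as the whole cause.

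Carry-over of HA material into IgG would draw the IgG libraries towards the HA libraries. If every glial count in IgG was carried over, the glia list without Gfap and Cryab put it at 5.03% to 7.75% of the IgG T0 libraries. For the IgG T3 libraries this was 6.41% to 40.2%. The other choice of glial genes, which had been run first, gave 6.86% to 11.4% and 7.73% to 59.6%. Unspecific binding was not separated from carry-over, so these are upper estimates for each choice. When carry-over was estimated from the glia list without Gfap and Cryab and subtracted, 24 of the 34 genes passed, and with the other choice 20 did. Of the 31 genes with a more positive change in HA, 31 had a higher mean CPM in HA T3 than in IgG T3, a gap that carry-over would narrow, and 20 of them a lower one in HA T0 than in IgG T0, while carry-over cannot turn the order round. This order of the means argues against carry-over as the whole cause for these genes as a set. After the subtractions 22 and 18 of the 31 passed. The interaction became larger in 31 of the 31 under both subtractions, so how many passed is no test of carry-over. Crispld2 was higher in IgG T3 (419.8, 630.3 and 382.3 CPM) than in HA T3 (333.9, 356.4 and 323.1) in each animal. Its IgG T3 values were at least 1.69 times those that carry-over alone would give with the IgG to HA ratio of T0. This argues against carry-over as the whole cause for this gene too. After the subtractions its interaction did not pass (-1.68 and -1.65, adjusted p 0.0896 and 0.251), while 2 of the 3 genes with a more negative change did. The median of the 3 went from -2.06 to -3.64 and -9.79. Counts were not let under 0, and IgG counts of a gene brought near 0 can widen its interaction. Passing after the subtractions therefore does not argue against carry-over for these 2 genes. Kit was at 250, 228 and 64.4 CPM in IgG T3 animals 1, 3 and 4 against 76.9 ± 16.7 in IgG T0, which could come from HA-derived molecules in the shallow libraries. The values of Kit and Adgrd1 were 0.841 to 2.21 times those that carry-over alone would give, so for these genes carry-over and a biological difference cannot be told apart. The glia list, from which carry-over was estimated, rose over time by a median of 1.29 in IgG (6 genes tested), against 0.32 in HA (14 genes tested). A larger carry-over at T3 would make lists that are higher in HA, such as glia and interstitial cells, more negative in the interaction. Carry-over was not tested apart for these 2 lists. A difference in response between tagged cells and the rest of the tissue remains open as an untested biological explanation.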

How the results depend on the processing

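Of the results for single genes reported, 32 changed direction or side of the threshold under at least 1 setting: 16 became weaker, 10 stronger and 6 reversed. All others kept both under every alternative run on them. The cause was not tested unless stated. The label number used as a replicate block over time is only a shared number (r 0.14 and 0.02 for HA, 0.20 and 0.04 for IgG) and gave 3434 genes for HA and 289 for IgG.

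With the animal as a replicate block, for libraries paired by homogenate, the interaction gave 158 genes in place of 34; the block changed no other count by more than 1.5 times, and no other call of a named gene or list except that Scn7a at T0, 4 lists at T3 and 1 more study-named factor in the interaction came to pass, as given above. For lists the block was run on HA against IgG and, as an addition made after seeing the data, on the interaction. The interaction gave 20 genes with RLE scaling, 8 with total counts, 80 with DESeq2 and 52 with carry-over subtracted, and 5 to 95 across the 12 fits that each left out 1 library. IgG over time gave 519 genes without a filter, 705 in the fit of all 12 libraries, 90 and 52 under the 2 carry-over subtractions, of which 86 and 51 were among the 285, and 162 to 334 across the fits that left out 1 library. The 2 subtractions differ only in the glial genes used. The 9 glial genes not called in HA over time were run first, and the list without Gfap and Cryab, which had been planned, was run after that result had been seen. HA against IgG at T3 gave 849 to 1977 genes across the fits that left out 1 library. HA over time gave 1723 genes with a minimum absolute log2 fold change of 1.

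The set of HA-enriched and changed genes numbered 374 with a minimum absolute log2 fold change of 1, 276 when enriched at both time points and 29 with the interaction, all by construction, and 530 to 872 without 1 library. With total counts it numbered 1002, with 323 higher and 679 lower at T3. Over all contrasts 57 lists passed; with an estimated correlation 16 did. Per contrast this setting left 0 of 10 lists at T0, 0 of 10 at T3, 9 of 17 for HA over time, 7 of 14 for IgG over time and 0 of 6 for the interaction, where fry passed 2 lists, 1 of them among the 6. Of the study-named factors, 13 passed in HA over time and 1 in the interaction.

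Tmem100 at T3 ranged from -0.81 to 0.060 without 1 library and was reversed without IgG animal 1. In HA over time, Sfrp5 moved to -0.13 with total counts and to -0.099 with the label number as a block. Without 1 library, Sox10 ranged from -0.50 to 0.00499 and Entpd2 from -0.31 to 0.11, with Sox10 reversed without HA T3 animal 1 and Entpd2 without HA T3 animal 1 or 4 (0.000450). In IgG over time, Psap moved to -0.91 and -0.80 under the carry-over subtractions, and Kcna2 to -0.049 with the GC and length correction and from -0.027 to 0.33 without 1 library. None of the reversed values passed the threshold. The series table was not run as an alternative because it held the same counts.

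Depth limited what the IgG T3 libraries could show: the floor was 34.04 CPM in the shallowest, and the self-test recovered 65.5% of 4-fold changes in IgG over time and 35.0% in the interaction.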

Other observations

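The thinning tests, the correlation after subtraction and the other splits were chosen before their results were seen; all other tests in this part were chosen after the pattern had been seen. Other splits of the samples were counted for each comparison. For HA against IgG the real split was compared with the 4 splits that part all 3 pairs: 1 of 4 gave as many genes at T0 and 1 of 4 at T3, and all 9 other splits gave 0 genes at either time point (31 to 289 at T0 and 13 to 255 at T3 at an unadjusted p under 0.05, against 4086 and 2464). For gene lists 2 of 4 splits gave as many at T0, where 1 of the 6 splits that keep pairs together also did, and 1 of 4 at T3. Of the 10 splits of the 6 animals, 1 gave as many genes for HA over time, 1 for IgG over time, 1 for the HA-enriched set, 1 for lists over the time contrasts and the interaction, 1 for the study-named factors and 1 for the correlation of the HA and IgG changes, in each case the real one. The other 9 gave 0 genes for HA and for IgG over time (58 to 289 and 61 to 286 at an unadjusted p under 0.05, against 4110 and 1103). They still gave 8 to 24 lists over the time contrasts and the interaction, against 37. Every split other than the real one set animals of both time points, or libraries of both pull-downs, on each side. Part of the real difference thus stayed between the sides, and the rest added to the spread within them. Lists called by camera there may hold real changes, and the 0 genes there may come from the added spread. The splits therefore do not measure false calls, and counts of passing lists are to be read with this in mind. Designs of this size cannot give a share under 0.1, or under 0.25 with 4 splits.

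Fewer genes differed between HA and IgG at T3 (1578) than at T0 (2980). When the T0 libraries were thinned to the T3 totals in 20 draws, the median was 1722 genes (1640 to 1778), so lower depth may account for most of the difference. Fewer genes changed over time in IgG (285) than in HA (3187). HA libraries thinned to the IgG totals of the same animals still gave 1255 genes (1221 to 1321), which argues against depth as the whole cause. What else lowered the IgG count stays open, including a larger spread between IgG libraries (common dispersion 0.0891 against 0.0350).

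GC content and transcript length were weighed for the changes over time. After the correction, 2907 of the 3187 genes in HA and 245 of the 285 in IgG stayed past the threshold, which argues against these trends as the whole cause.

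The IgG libraries changed in the same direction as HA. One candidate explanation is HA material carried over into IgG libraries, for example between barcodes within a pool. Glial CPM differed 7.08-fold between IgG libraries, from 205.2 to 1452, and the glial counts in IgG as a share of the HA counts of the same animal differed 2.52-fold, from 1.15% to 2.90%. With 1 IgG library per animal, the variation between IgG libraries of the same animal was not measured. Unspecific binding in proportion to IgG depth and carry-over at a single share therefore cannot be told apart, and pool membership is not given. At these shares, carry-over predicted 22.5% of the IgG T3 counts of the NF-kB and immediate early lists, or 30.7% with the other choice of glial genes, which argues against it as the whole cause of their rise. The share was uneven: for NF-kB genes it was 51.5% in animal 1, 29.0% in animal 3 and 7.99% in animal 4, and in animal 1 it reached 76.3% with the other choice. The correlation of the HA and IgG changes was 0.61 after the subtraction and 0.56 with the other choice, against 0.75 before it. Other splits of the animals gave up to 0.60, but from counts without subtraction, so they are no reference for the subtracted values. For the correlation, carry-over and a shared response therefore cannot be told apart. After subtraction 86 of the 285 genes stayed past the threshold; the subtraction also removes counts, so this does not separate carry-over from lost power. A response of the whole muscularis, sampled by IgG as background, remains an untested biological explanation.

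Y-linked transcripts differed between animals. Summed over Ddx3y, Eif2s3y, Uty and Kdm5d, the HA and IgG libraries had 2.30 and 7.73 CPM in T0 animal 1 and 0.559 and 6.86 in T0 animal 2, against 37.3 and 96.1 in T0 animal 4, 165.3 and 238.3 in T3 animal 1, 73.6 and 76.1 in T3 animal 3 and 124.6 and 209.2 in T3 animal 4. Xist had 1 or 2 counts in each library of T0 animals 1 and 2 and 0 in all others. An exchange of HA or IgG libraries between animals of a time point was tested by assigning the IgG to the HA libraries in all 6 ways and correlating deviations from the group means. The labelled pairs had the highest mean r, 0.30 against at most 0.0123 at T0 and 0.16 against at most 0.0197 at T3, and so in 40 of 40 comparisons, 20 chromosomes at each time point, which argues against such an exchange. An exchange of both libraries of an animal would not be seen this way. Sex is not given in the labels of these samples, while the methods of the study describe female mice. The Y-linked values and Xist point to a different sex in T0 animals 1 and 2 than in the other animals. Sex was then partly confounded with time, since all T3 animals were on the side with the higher Y-linked values. The median NF-kB list level in the HA library of T0 animal 4 was 2.50 below the lowest T3 library on the log2 scale, which argues against sex as the cause of the rise of that list, although this rests on 1 animal. For Mmp9, T0 animal 4 was at 16.7 CPM, at the T3 level, so a fall over time and a difference between animals cannot be told apart.

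Mesothelial genes fell over time in both pull-downs. Under total counts the median in HA was -3.41, against a shift of -0.29 of all genes, which argues against scaling. The 5 tested genes fell by amounts spread over 1.70 on the log2 scale. Fewer mesothelial cells after handling of the serosa could lower them together, and lower transcript levels per cell could too; these cannot be told apart without a measure of cell number.

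The list for interstitial cells of Cajal was higher in HA, by a median of 2.68 at T0, while smooth muscle genes were lower, which argues against unspecific background. The genes ranged over 3.22 on the log2 scale, from 0.42 for Etv1 to 3.64 for Kit, with 970.8 ± 59.0 CPM of Kit and 1958 ± 354 of Ano1 in HA T0. Recombination in interstitial cells, or expression of these genes in glial cells, may underlie this, and the range does not tell them apart.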
